A study of Mus musculus with 6 samples. Its data were reported in "Sleeping Beauty transposon mutagenesis identified genes and pathways involved in inflammation-associated colon tumor development" (2023).

How the data were processed

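Colonic organoids, 3-dimensional cultures of colon epithelium in Matrigel, were set up from 3 wt C57BL/6 mice and from 3 wt C57BL/6 mice that had received dextran sodium sulfate (DSS), a compound that injures the colon epithelium. Per the labels, DSS was given in drinking water at 2.5% for 5 days from 10 weeks of age, and again for 5 days after a 2 week interval. No age was listed for the control mice, so a difference in age between the groups could not be checked. Organoids were established on day 14 after DSS and RNA was collected on day 4 of culture, so the values describe freshly established cultures. The study's methods give a medium for wt organoids with L-WRN conditioned medium and added small molecules. Values of signalling genes, such as those of Wnt, TGF-beta or p38, describe cells in that medium, and its effect on them was not tested. Each library came from a different mouse, which gave 3 control and 3 DSS libraries. Libraries were made with a NEBNext Ultra II RNA kit. The labels do not say whether the strand was marked, and by the kit name it was taken as unmarked, so that reads of a gene and of an overlapping antisense gene may not have been told apart.

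The authors deposited one table of TPM values (transcript abundance scaled to a fixed total) for 40840 genes in the 6 libraries. The submitters' processing notes name Trim Galore 0.6.7 and cutadapt 3.5 for trimming, STAR 2.7.7a and 2.7.10a, and RSEM 1.3.1, with genome build GRCm39. RSEM shares reads that fit several copies among them by estimation, so values of genes in families of near-identical copies (among the genes named here Try5, Khdc1a, Gsdmc2, Gsdmc3, Ugt1a6a and the H2 genes) are uncertain. The deposited TPM values sum to the same total in each library and keep no sequencing depth, so the depth is unknown and no counting interval or detection limit is given. A value of 0 is reported as listed at 0. The table held 2 mitochondrially encoded genes, both ribosomal RNAs. No pair of libraries held matching values throughout: at most 75 of the 11643 tested genes had equal TPM in a pair.

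Values were analysed as log2(TPM + 1) in R 4.3.3. Genes with a mean TPM of at least 1 over the 6 libraries were tested, 11643 in all. DSS and control libraries were compared with limma 3.58.1 (linear model, empirical Bayes with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Every limma, camera and fry test was two-sided. Fold changes are on the log2(TPM + 1) scale and understate the change of genes with low TPM. The standard error (SE) of each log2 fold change is limma's moderated one. Values are means ± SD over 3 mice per group unless stated. Single values and list means were also compared by an exact two-sided permutation test, where 3 against 3 libraries allow 20 arrangements and no p below 0.1.

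Before the data were examined, 37 gene lists were written from textbook knowledge and the study's text, and 33 of them had the 3 tested members needed for a test. The lists were senescence, p53 target genes, secreted factors of senescent cells, TNF and NF-kB response, the Hoxb cluster, the Hoxa, Hoxc and Hoxd clusters, distal colon position, intestinal identity, colonic stem cell, regenerating and fetal-like epithelium, proliferation, absorptive colonocyte, goblet and secretory, enteroendocrine, tuft, Paneth and deep secretory, antimicrobial and epithelial defence, interferon response, antigen presentation, TGF-beta with activin and BMP, Wnt target genes, YAP target genes, Polycomb with H3K27 and DNA methylation enzymes, genes named in the study's mutagenesis screen, cell junction and barrier, early stress response, unfolded protein and amino acid stress, hypoxia and glycolysis, cholesterol and lipid synthesis, xenobiotic and oxidative stress, markers of fibroblasts, smooth muscle, immune cells, endothelium, nerve and glia, and squamous and gastric epithelium, and sex-linked genes. Lists were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 33 lists. Camera with an estimated correlation and fry, which tests a list alone, served as alternatives.

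Genes were named by a rule fixed at the same time. It took Cdkn2a, Trp53, Cdkn1a and every Hoxb gene. It took the 12 largest rises and 12 largest falls among genes past the threshold with a mean TPM of at least 5 in the higher group and no overlap between groups, leaving out predicted gene models. It took up to 4 members of each list with the smallest p and the members the study names. Lastly it took single genes that the study names from another experiment, organoids treated with the cytokine TNFα. Among them were Cd44, Ascl2, Olfm4, Tert, Mapk11, Mapk12 and Slc25a4. Results of some genes under this rule are not reported here. Other genes named were chosen after their values were seen: further members of lists with few calls or with single cell type markers, and the genes of chromosomal runs.

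The alternatives fixed beforehand were other pseudocounts, filters, scalings and variance models, a replicate block, leaving out each library, another threshold, and the alternative list tests. A fit without both control replicate 3 and DSS replicate 1, and class shares without each library, were added after the data were seen. The gene and list tests were checked on simulated TPM for the DSS against control comparison, drawn from the means and spread of the 11643 genes. In 5 runs with 200 changed genes each, limma recovered 64.2% of the genes changed by 1 on the log2 scale, 96.1% of those changed by 2 and 100% of those changed by 4. False calls made up 6.17% of calls. Each simulated gene had the same spread in DSS and control libraries. The real DSS libraries correlated with each other at 0.941 to 0.981 and the control libraries at 0.979 to 0.990, so these rates need not hold for them. Camera called 20 of 20 simulated lists of 20 genes shifted by 1 and, at an unadjusted p of 0.05, 2 of 20 unshifted ones. Simulated genes were drawn independently of each other, so this check could not show false calls of lists whose members vary together. In the real data the estimated correlation was 0.888 for the interferon list. Gene order came from a RefSeq table of assembly GRCm38.p6, another build than that of the deposited values. It was used only for which genes neighbour each other, and no coordinates are given. Figures were drawn with matplotlib 3.10.9.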

Results

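RNA-seq was performed on colonic organoids from 3 control wt mice and from 3 wt mice treated with DSS, to ask whether epithelium from a colon that had gone through DSS colitis kept a different expression profile in culture. Each library listed between 11328 and 11607 genes at 1 TPM or more. The depth of the libraries is unknown because TPM keeps none. The first principal component of the 11643 tested genes held 55.6% of the variance and separated DSS from control libraries. The second held 25.2% and set DSS replicate 1 apart from DSS replicates 2 and 3. Across genes, log2 values of DSS replicates 2 and 3 correlated at 0.981 and those of DSS replicates 1 and 2 at 0.941, while control libraries correlated at 0.979 to 0.990 with each other. DSS replicate 2 thus correlated less with DSS replicate 1 than with the control libraries (0.954 to 0.961). Genes are not independent replicates in these correlations.

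DSS organoids showed a broad change in expression, with myeloid cell genes and glycolysis genes among the rises and p53 target genes among the falls. Of the 11643 genes, 1204 passed the limma threshold, 751 higher and 453 lower in DSS organoids. The largest rises under the naming rule were those of Spp1, which encodes osteopontin, and of Lyz2, the macrophage lysozyme. Spp1 was 0.827 ± 0.764 TPM in control and 147.4 ± 69.7 TPM in DSS organoids (n = 3 each), a log2 fold change of 6.34 (SE 0.40, limma adjusted p = 0.00271). Lyz2 was 2.77 ± 2.15 and 164.9 ± 54.8 TPM, a log2 fold change of 5.56 (SE 0.42, adjusted p = 0.00358). The other 10 were Myl7, an atrial myosin light chain, the carbonyl reductase gene Cbr2, the chemokine gene Pf4, Khdc1a, Cd74, which encodes the invariant chain of MHC class II, the macrophage elastase gene Mmp12, the neutrophil surface gene Cd177, Tyrobp, Steap4 and the arginase gene Arg1, with log2 fold changes between 3.14 for Arg1 and 4.26 for Myl7. Cbr2 rose from 29.2 ± 5.5 to 504.3 ± 123.8 TPM. Tyrobp, a signalling adaptor of myeloid cells, was listed at 0 in the 3 control libraries and at 5.24, 14.6 and 11.2 TPM in the DSS libraries.

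The largest fall was that of Tm4sf1, a tetraspan membrane protein gene, from 148.2 ± 5.8 to 5.47 ± 4.86 TPM (log2 fold change −4.95, SE 0.67, limma adjusted p = 0.0127). The trypsin gene Try5, the mast cell chymase gene Cma1, Tfpi, which encodes an inhibitor of tissue factor, the keratin gene Krt36 and Tceal8 followed, with log2 fold changes from −3.70 for Try5 to −3.26 for Tceal8. The other 6 were the interferon-induced chemokine gene Cxcl10, Slc43a3, the radixin gene Rdx, Bex1, the homeobox gene Hoxd13 and the protease gene Adamts15, from −3.07 for Cxcl10 to −2.85 for Adamts15. Cma1 fell from 26.1 ± 5.9 to 1.32 ± 0.29 TPM.

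All 1204 genes past the threshold had DSS values that did not overlap the control values. Over all tested genes 36.4% were separated in this way, where chance gives 10%. The share of higher genes among the calls depended on scaling: it was 62.4% on TPM, 52.3% (637 higher, 582 lower) after median-ratio scaling and 48.2% (564 higher, 606 lower) after quantile normalization. The number of calls depended on single libraries. It was 140, 44 and 148 without control replicates 1, 2 and 3, and 2515, 1888 and 103 without DSS replicates 1, 2 and 3. Without both control replicate 3 and DSS replicate 1, a fit added after seeing the data, 1538 genes passed, 860 of them among the 1204.

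Cdkn2a, the gene followed in the study as a marker of senescence, was higher in DSS organoids. It encodes p16 and p19, which gene-level TPM does not separate. Its TPM was 0.20, 0 and 0.63 in the control libraries and 3.29, 4.19 and 3.40 in the DSS libraries, a log2 fold change of 1.88 (SE 0.24, limma adjusted p = 0.0112). The exact two-sided permutation test of mean TPM gave p = 0.1, the smallest that 3 against 3 libraries allow. The adjusted p was 0.0536 without control replicate 1, 0.0636 without control replicate 2 and 0.0620 without DSS replicate 3. With a pseudocount of 0.1 the log2 fold change was 3.73. Myeloid genes such as Lyz2 and Tyrobp were higher in the same 3 DSS libraries and, like Cdkn2a, highest in DSS replicate 2. An order over 3 libraries is too little to tell whether they shared a source.

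Other cell cycle inhibitors and senescence genes moved in both directions. Of the 25 tested members of the senescence list, Cdkn2a, Cdkn1b, Cdkn2c and Mapk11 rose, and Trp53 and Gadd45b fell, with 7 higher and 2 lower when adjusted over the list alone. The cyclin-dependent kinase inhibitor genes Cdkn1b and Cdkn2c had log2 fold changes of 0.76 (SE 0.15, limma adjusted p = 0.0309) and 1.66 (SE 0.38, adjusted p = 0.0419). The p38 kinase gene Mapk11 went from 10.9 ± 3.2 to 22.8 ± 4.2 TPM (adjusted p = 0.0395), and Gadd45b, a growth arrest gene, from 68.8 ± 10.3 to 22.5 ± 6.0 TPM (adjusted p = 0.0127). Mapk12 and Slc25a4 did not pass, with log2 fold changes of −0.01 and −0.62 (adjusted p = 0.966 and 0.128). The study reports Mapk11, Mapk12 and Slc25a4 as higher in TNFα-treated organoids, a comparison other than this one. The sign of the Mapk12 value turned without control replicate 1 or 2 or DSS replicate 1, with values of at most 0.04. The list as a whole did not pass camera (median log2 fold change 0.25, adjusted p = 0.244, and 0.593 with an estimated correlation).

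Trp53, which encodes p53, and its target genes were lower in DSS organoids. Trp53 went from 155.2 ± 11.8 to 90.7 ± 22.6 TPM (log2 fold change −0.79, SE 0.18, limma adjusted p = 0.0413). Of 24 p53 target genes, 8 fell and 0 rose at the threshold, with 11 lower and 1 higher when adjusted over the list alone. The 8 were Eda2r, Gdf15, Zmat3, Ccng1, Phlda3, Aen, Plk2 and Mdm2. Gdf15, a secreted stress factor, fell from 691.9 ± 29.0 to 129.7 ± 64.2 TPM (adjusted p = 0.0127), and Mdm2, the ubiquitin ligase of p53, had a log2 fold change of −0.71 (SE 0.17, adjusted p = 0.0469). Cdkn1a, which encodes p21, was 704.4, 656.5 and 585.3 TPM in control and 129.8, 558.8 and 315.5 TPM in DSS libraries and did not pass (log2 fold change −1.18, SE 0.48, adjusted p = 0.157, and −0.62 without DSS replicate 1). The list passed camera downward (median log2 fold change −0.68, adjusted p = 1.64e-06), but not with an estimated correlation (adjusted p = 0.503).

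**Figure D1:**
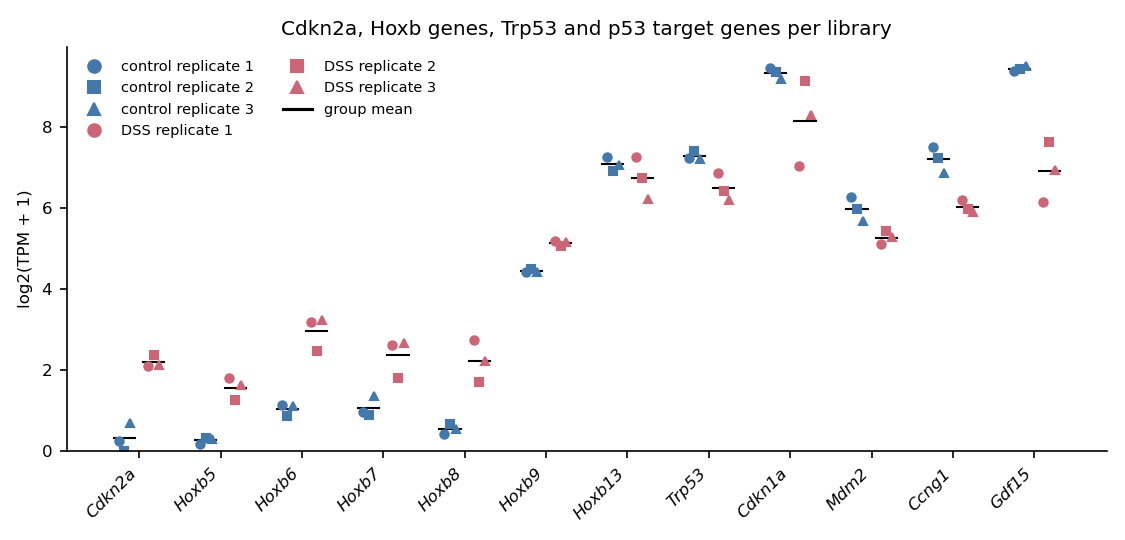
log2(TPM + 1) of Cdkn2a, 6 Hoxb genes, Trp53, Cdkn1a and 3 p53 target genes in each library, with blue symbols for 3 control and red symbols for 3 DSS organoid cultures and black bars for the group means. Cdkn2a and Hoxb5 to Hoxb9 lie higher, and Trp53, Mdm2, Ccng1 and Gdf15 lower, in all 3 DSS libraries than in the control libraries, while Hoxb13 overlaps between the groups.

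Factors that senescent cells are known to secrete were mostly lower. Of 18 tested members 8 fell, namely the chemokine genes Cxcl1, Cxcl5 and Cxcl16, the cytokine gene Lif, Gdf15, the growth factor gene Ereg, Plau and Timp2, and 3 rose, namely Spp1, Ccl2 and Vegfa. Adjusted over the list alone, 10 were lower and 3 higher. Cxcl5 fell from 23.4 ± 7.5 to 5.90 ± 0.53 TPM (log2 fold change −1.78, SE 0.22, limma adjusted p = 0.0112), while the monocyte chemokine gene Ccl2 rose from 0.283 ± 0.333 to 8.59 ± 2.34 TPM (adjusted p = 0.00623), in the libraries that also held more Lyz2 and Tyrobp. Camera called the list downward (median log2 fold change −0.94, adjusted p = 0.00215, and 0.503 with an estimated correlation). The TNF and NF-kB list did not pass (median log2 fold change −0.03, camera adjusted p = 0.428, and 0.770 with an estimated correlation). Of its 37 tested members 4 rose (Ccl2, Mmp9, Tnf and Tnfrsf1b) and 6 fell, among them Cxcl10, Ptgs2, which encodes cyclooxygenase 2, and Lif, and 5 were higher and 7 lower when adjusted over the list alone. Without DSS replicate 1 the median of this list was 0.21. Ptgs2 fell from 21.3 ± 1.8 to 4.29 ± 1.10 TPM (adjusted p = 0.00518).

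Hoxb genes, which encode homeobox factors of body axis position, were higher in DSS organoids. The study picked this cluster from these same samples, so its direction here is not independent evidence. Hoxb5, Hoxb6, Hoxb7, Hoxb8 and Hoxb9 rose, 5 of 6 tested members, both over all genes and adjusted over the list alone. Hoxb6 went from 1.08 ± 0.21 to 7.02 ± 2.16 TPM (log2 fold change 1.91, SE 0.24, limma adjusted p = 0.0112) and Hoxb8 from 0.467 ± 0.115 to 3.88 ± 1.73 TPM (1.68, SE 0.28, adjusted p = 0.0212). Hoxb9 was the highest of the 5, with 20.9 ± 0.7 and 34.2 ± 1.3 TPM (0.68, SE 0.10, adjusted p = 0.0139). Hoxb5 and Hoxb7 had log2 fold changes of 1.295 and 1.292 (adjusted p = 0.0216 and 0.0392). Hoxb13 did not pass, with 134.6 ± 16.5 and 111.0 ± 39.6 TPM (log2 fold change −0.33, adjusted p = 0.433, and −0.59 without DSS replicate 1 and −0.07 without DSS replicate 3). Hoxb1, Hoxb2, Hoxb3 and Hoxb4 lay under the filter. Hoxb3 was 0.317 ± 0.186 and 1.38 ± 0.04 TPM and Hoxb4 0.150 ± 0.010 and 0.933 ± 0.197 TPM, both separate between the groups. Hoxb2 was listed at 0 in the control libraries and at 0.10, 0.73 and 0.79 TPM in the DSS libraries, and Hoxb1 was listed at 0 in all libraries except DSS replicate 1, at 0.05. The labels do not state that the strand was marked, so antisense transcripts of the cluster could contribute to these values.

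The mean log2(TPM + 1) over the 6 tested Hoxb genes was 2.41 ± 0.05 in control and 3.501 ± 0.313 in DSS organoids (exact two-sided permutation p = 0.1, the smallest possible). Camera called the list upward (median log2 fold change 1.29, adjusted p = 0.00280), but not with an estimated correlation (adjusted p = 0.503), nor without DSS replicate 1 (adjusted p = 0.117). The median was 2.19 with a pseudocount of 0.1 and 0.80 with no filter. Among 10 tested genes of the Hoxa, Hoxc and Hoxd clusters, Hoxa11 rose (log2 fold change 0.83, adjusted p = 0.0341) and Hoxd13 fell (−2.87, SE 0.66, adjusted p = 0.0430), and the same 2 passed when adjusted over the list alone. That list did not pass camera (median log2 fold change 0.10 and mean −0.04, adjusted p = 0.703, and 0.877 with an estimated correlation). Of 4 tested genes of distal colon position, 1 fell, Hoxd13, over all genes and adjusted over the list alone (median log2 fold change −0.59, camera adjusted p = 0.199, and 0.536 with an estimated correlation). The median was −0.35 without DSS replicate 1 and −0.91 without DSS replicate 2, and the list passed with no filter (adjusted p = 0.0115). Myeloid genes were higher in the same 3 DSS libraries as the Hoxb genes, but in another order: Hoxb5 to Hoxb9 were all lowest in DSS replicate 2, where Lyz2 and Tyrobp were highest. With 3 libraries this order cannot tell their sources apart.

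Genes of regenerating and fetal-like epithelium, a state described in injured intestine, were lower. Of 31 tested members 7 fell and 1, Spp1, rose, with 16 lower and 3 higher when adjusted over the list alone. Msln, which encodes mesothelin, fell from 142.5 ± 15.4 to 37.3 ± 5.7 TPM (log2 fold change −1.91, SE 0.14, limma adjusted p = 0.00358). The cornified envelope gene Sprr1a fell from 1080 ± 39 to 542.9 ± 145.3 TPM (adjusted p = 0.0298) and the keratin gene Krt7 from 731.5 ± 15.3 to 410.5 ± 87.3 TPM (adjusted p = 0.0269). Anxa8, Ccn1, Ereg and S100a11 also fell. By camera the list was lower (median log2 fold change −0.79, adjusted p = 5.64e-06, and 0.503 with an estimated correlation). Its median was −0.49 without control replicate 3 and DSS replicate 1 together. The YAP list holds, besides target genes, members of the pathway such as Yap1 and Wwtr1. It included 3 falls, Wwtr1, Ajuba and Ccn1, and 0 rises among 14, with 3 lower and 2 higher when adjusted over the list alone. That list did not pass (median log2 fold change −0.19, camera adjusted p = 0.0647, and 0.593 with an estimated correlation). It passed without control replicate 3, DSS replicate 2 or DSS replicate 3 (adjusted p = 0.0430, 0.0404 and 0.00944).

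Some intestinal identity genes were higher. Of 17 tested members 5 rose, among them the transcription factor genes Cdx2 and Hnf4a and the epithelial adhesion gene Epcam, and 0 fell, with 8 higher when adjusted over the list alone. Cdx2 went from 151.6 ± 8.3 to 310.9 ± 14.4 TPM (log2 fold change 1.03, SE 0.09, limma adjusted p = 0.00553) and Hnf4a from 179.2 ± 12.9 to 341.3 ± 19.8 TPM (0.93, SE 0.10, adjusted p = 0.00680). Camera called the list upward (median log2 fold change 0.30, adjusted p = 0.0424, and 0.593 with an estimated correlation). The call ended without control replicate 1, DSS replicate 2 or DSS replicate 3 (adjusted p = 0.0613, 0.170 and 0.0557). Among 5 tested squamous and gastric markers the keratin gene Krt15 fell and 0 rose, with 4 lower when adjusted over the list alone. Camera called this list downward (median log2 fold change −1.36, adjusted p = 0.0272, and 0.503 with an estimated correlation). That call ended without DSS replicate 3 (adjusted p = 0.0557), and with no filter the median over 12 members was −0.10.

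Proliferation genes were higher, most of all in DSS replicate 1. Of 34 members Mki67, Ccnb1, Ccnb2, Ccna2, Cdc20, Foxm1, Aurka and Ube2c rose, and Cdk6 fell, with 15 higher and 3 lower when adjusted over the list alone. Mki67, which marks cycling cells, was 11.6 ± 1.4 TPM in control organoids and 58.1, 22.6 and 46.7 TPM in DSS replicates 1, 2 and 3 (log2 fold change 1.69, SE 0.33, limma adjusted p = 0.0289). The list passed camera upward (median log2 fold change 0.78, adjusted p = 0.000706, and 0.663 with an estimated correlation), and the call ended without DSS replicate 1 (median 0.41, adjusted p = 0.148). Without DSS replicate 2 the median was 1.43. Of 19 tested genes of the colonic stem cell, Aqp4 and Bmi1 rose and Cd44 and Cdk6 fell, the same 2 and 2 when adjusted over the list alone. Cd44, which encodes a hyaluronan receptor, fell from 25.8 ± 3.1 to 13.7 ± 1.4 TPM (log2 fold change −0.87, SE 0.14, adjusted p = 0.0178). Ascl2 was 3.21 ± 1.94 and 3.233 ± 2.701 TPM (adjusted p = 0.956), Tert 0.980 ± 0.338 and 1.05 ± 0.80 TPM (adjusted p = 0.988), and Olfm4 was listed at 0 in all 6 libraries. The study reports a rise of Cd44, Ascl2, Olfm4 and Tert in TNFα-treated organoids, not in DSS organoids. The stem cell list did not pass (median log2 fold change −0.01, with camera's direction upward, adjusted p = 0.962, and 0.983 with an estimated correlation).

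Myc, a Wnt target gene, fell from 117.1 ± 15.4 to 35.9 ± 10.4 TPM (log2 fold change −1.71, SE 0.21, limma adjusted p = 0.0112), and the Wnt receptor gene Fzd7 fell by 0.82 on the log2 scale (SE 0.17, adjusted p = 0.0323). They were the 2 falls among 10 tested members of the Wnt list, with 0 rises and 3 lower when adjusted over the list alone. As written, that list holds, besides target genes, Wnt ligand genes and members of the pathway such as Ctnnb1. The list passed camera downward (median log2 fold change −0.11, adjusted p = 0.0424, and 0.503 with an estimated correlation). This call ended without control replicate 1 or 2 and without DSS replicate 2 or 3 (adjusted p = 0.0660, 0.0590, 0.119 and 0.0557), and after median-ratio scaling (adjusted p = 0.0570). The median moved between −0.02 without DSS replicate 2 and −0.25 without control replicate 3, with −0.06 without control replicate 1 and −0.24 without DSS replicate 1. With no filter it was 0.00235 over 24 members (adjusted p = 0.521). Among 18 tested genes of TGF-beta, activin and BMP signalling, Smad4 rose from 21.0 ± 1.0 to 30.5 ± 0.9 TPM (adjusted p = 0.0264) and 0 fell, the same gene when adjusted over the list alone (median log2 fold change 0.11, camera adjusted p = 0.481, and 0.770 with an estimated correlation). Of 20 genes that the study names from its mutagenesis screen, Cdkn2a and Smad4 rose and Trp53 fell, with 3 higher and 1 lower when adjusted over the list alone (median log2 fold change 0.06, camera adjusted p = 0.543, and 0.862 with an estimated correlation). Of 32 Polycomb, H3K27 and DNA methylation enzymes, Ezh2, Suz12, Phc1 and Bmi1, all of Polycomb complexes, rose, and 0 fell, with 4 higher when adjusted over the list alone. Ezh2, the H3K27 methyltransferase, went from 14.6 ± 0.6 to 24.6 ± 5.2 TPM (adjusted p = 0.0477). That list did not pass camera (median log2 fold change 0.20, adjusted p = 0.199, and 0.503 with an estimated correlation), but passed fry (adjusted p = 0.0179).

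**Figure D2:**
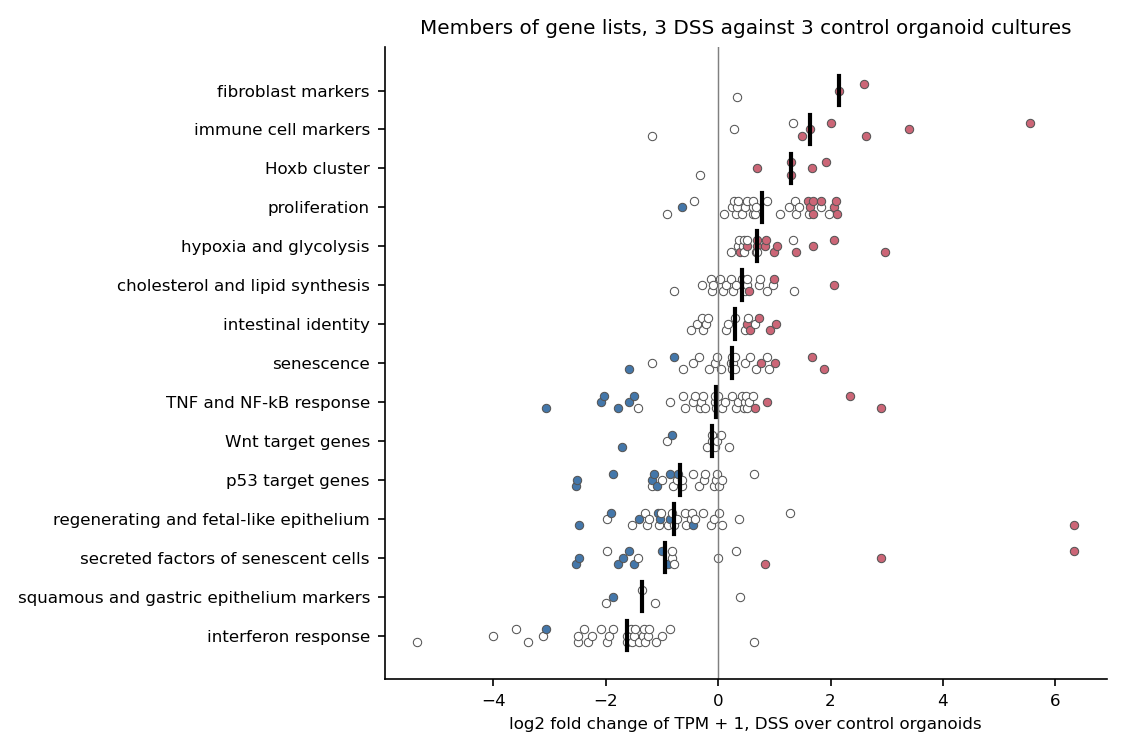
log2 fold change of each tested member of the 13 lists that passed camera and of the senescence and TNF lists, DSS over control organoids (n = 3 each), with filled points for genes past the limma threshold, red higher and blue lower, and black bars for list medians. Hypoxia and glycolysis genes all lie above 0, while in the interferon list 1 point, Cxcl10, is filled despite the lowest median, −1.63.

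Differentiated cell lists did not pass. Among 28 absorptive colonocyte genes 3 rose, Guca2a and Slc6a14 among them, and Apob and Dpp4 fell, with 3 higher and 2 lower when adjusted over the list alone. Guca2a, the guanylin precursor, went from 191.3 ± 51.4 to 658.5 ± 263.0 TPM (log2 fold change 1.74, SE 0.33, limma adjusted p = 0.0265). The median of this list was 0.04, with camera's direction downward (adjusted p = 0.809, and 0.966 with an estimated correlation), and it turned to −0.02 under median-ratio scaling and quantile normalization. Of 21 goblet and secretory genes Retnlb, which encodes a secreted defence protein, rose and 0 fell, the same gene when adjusted over the list alone. Retnlb went from 0 in the 3 control libraries to 5.71, 2.04 and 9.40 TPM in the DSS libraries. The median log2 fold change of the list was 0.16 (camera adjusted p = 0.810, and 0.966 with an estimated correlation). Of 13 enteroendocrine genes 0 passed over all genes, and 2 were higher and 2 lower when adjusted over the list alone (median log2 fold change 0.11, camera adjusted p = 0.796, and 0.862 with an estimated correlation). At an unadjusted p under 0.05 the 4 with the smallest p were Tph1, Gcg, Insl5 and Pyy, with limma adjusted p between 0.0763 and 0.0834. Of 5 tuft genes Alox5ap rose and Avil fell, also when adjusted over the list alone (median log2 fold change −0.60, downward by camera and upward by fry, camera adjusted p = 0.404, and 0.728 with an estimated correlation). Of 5 Paneth and deep secretory genes 0 passed, with 1 higher and 1 lower when adjusted over the list alone (median log2 fold change 0.28, with camera's direction downward, adjusted p = 0.796, and 0.877 with an estimated correlation).

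Many hypoxia and glycolysis genes were higher. Of 22 members 13 rose and 0 fell, with 17 higher when adjusted over the list alone. Ldha, the lactate dehydrogenase gene, went from 1991 ± 121 to 3576 ± 101 TPM (log2 fold change 0.85, SE 0.08, limma adjusted p = 0.00653). Pdk1, a kinase that restrains pyruvate oxidation, went from 14.5 ± 2.4 to 49.4 ± 8.1 TPM (1.70, SE 0.17, adjusted p = 0.00659) and Ankrd37, a hypoxia-induced gene, from 9.45 ± 1.65 to 83.9 ± 32.8 TPM (2.97, SE 0.27, adjusted p = 0.00623). Aldoc rose by 1.05 on the log2 scale. Camera called this list upward (median log2 fold change 0.69, adjusted p = 1.43e-09, and 0.503 with an estimated correlation).

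Cholesterol and lipid synthesis genes included 3 rises, Fdps, Cyp51 and Scd2, and 0 falls among 23, with 7 higher and 1 lower when adjusted over the list alone. Fdps, of the mevalonate pathway, went from 169.5 ± 12.3 to 345.7 ± 78.8 TPM (limma adjusted p = 0.0211). The list passed camera upward (median log2 fold change 0.42, adjusted p = 0.0410, and 0.593 with an estimated correlation), but not without control replicate 1, DSS replicate 1 or DSS replicate 3 (adjusted p = 0.0512, 0.123 and 0.0651). Of 23 xenobiotic and oxidative stress genes Gsta3, Ugt1a6a and Nqo1 rose and 0 fell, with 4 higher and 1 lower when adjusted over the list alone (median log2 fold change 0.50, camera adjusted p = 0.0647, and 0.593 with an estimated correlation). That list passed without control replicate 1 and without DSS replicate 2 (adjusted p = 0.0342 and 0.0267) and after quantile normalization (adjusted p = 0.0376). Early stress genes included 2 falls, the chaperone genes Hspa8 and Hspb1, and 0 rises among 20, also when adjusted over the list alone (median log2 fold change −0.28, camera adjusted p = 0.0685, and 0.593 with an estimated correlation). That list passed without control replicate 1 and without DSS replicate 2 (adjusted p = 0.0460 and 0.0135), and its median was 0.16 without DSS replicate 1. Of 20 unfolded protein and amino acid stress genes 0 passed limma, also when adjusted over the list alone, and the 4 with the smallest p, Hsp90b1, Ddit3, Sesn2 and Pdia6, had adjusted p from 0.0742 to 0.144 (median log2 fold change 0.02, with camera's direction downward, adjusted p = 0.503, and 0.767 with an estimated correlation). Of 25 cell junction genes Cldn15 rose over all genes and 0 fell, with 0 calls when adjusted over the list alone (median log2 fold change −0.05, camera adjusted p = 0.404, and 0.877 with an estimated correlation).

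Epithelial defence genes changed in both directions. Among 22 tested members 8 rose, namely Nlrp6, Pigr, Tlr2, Nos2, Retnlb, Duox2, Duoxa2 and Dmbt1, and 4 fell, namely Wfdc2, Slpi, Cxcl1 and Cxcl5. Adjusted over the list alone 10 were higher and 7 lower. Nlrp6, an inflammasome sensor gene, went from 20.8 ± 3.4 to 85.6 ± 2.1 TPM (log2 fold change 2.00, SE 0.13, limma adjusted p = 0.00283), Pigr, which encodes the transporter of secretory IgA, from 396.0 ± 8.0 to 1144 ± 206 TPM (1.51, SE 0.14, adjusted p = 0.00623), and the protease inhibitor gene Wfdc2 from 2246 ± 460 to 698.1 ± 88.2 TPM (−1.67, SE 0.17, adjusted p = 0.00659). The list did not pass camera (median log2 fold change 0.36, adjusted p = 0.404, and 0.593 with an estimated correlation), but passed fry (adjusted p = 0.0161). Antigen presentation genes included 5 rises, the MHC class II genes Cd74, H2-Ab1, H2-DMa and H2-DMb1 and the class I gene H2-Q10, and 1 fall, the class I gene H2-K1, among 17, with 8 higher and 1 lower when adjusted over the list alone. H2-Ab1 rose from 1.09 ± 0.38 to 12.9 ± 2.0 TPM (2.74, SE 0.19, adjusted p = 0.00341) in the libraries that held more Lyz2 and Tyrobp. That list did not pass (median log2 fold change 0.73, camera adjusted p = 0.202, and 0.663 with an estimated correlation), but did so without control replicate 3 (adjusted p = 0.0374). At a mean TPM of at least 5 its median was −0.13.

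Interferon response genes were lower in DSS organoids but varied widely among control libraries. The ubiquitin-like gene Isg15 was 14.2, 151.0 and 926.0 TPM in control replicates 1, 2 and 3 and 0.96, 3.35 and 2.67 TPM in the DSS libraries, and did not pass (log2 fold change −5.35, SE 1.35, limma adjusted p = 0.0536). Oasl2 and Rtp4 did not pass either, with 5.13, 48.6 and 205.9 TPM and 6.87, 58.3 and 191.4 TPM in the control libraries (adjusted p = 0.0742 and 0.0914). Of 31 tested members 1 fell, Cxcl10, and 0 rose, also when adjusted over the list alone. The list passed camera downward (median log2 fold change −1.63, adjusted p = 1.48e-08), but not with an estimated correlation (adjusted p = 0.593). Without control replicate 3 the median was −1.03 over the 24 members that then reached the filter, and the list still passed camera (adjusted p = 1.17e-06). The mean log2(TPM + 1) of the list was 3.98 ± 1.66 in control and 1.98 ± 0.28 in DSS organoids (exact permutation p = 0.1, the smallest possible).

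Markers of other cell types showed a myeloid signal in the DSS cultures. Of 9 tested immune cell markers Lyz2, Tyrobp, Fcer1g, Laptm5, Itgam and Cd52 rose and 0 fell, with 7 higher and 1 lower when adjusted over the list alone. Fcer1g was 0.30, 0 and 0 TPM in the control libraries and 5.31, 7.28 and 4.85 TPM in the DSS libraries (log2 fold change 2.63, SE 0.22, limma adjusted p = 0.00525). Together the markers passed camera upward (median log2 fold change 1.63, adjusted p = 0.000321, and 0.503 with an estimated correlation). With no filter the median was 0.86, and with a pseudocount of 0.1 it was 3.42. Below the filter, the macrophage genes Csf1r and Adgre1 were at most 0.09 and 0.04 TPM in control libraries and at least 1.08 and 0.90 TPM in DSS libraries. The T cell gene Cd3e was listed at 0 in all 6 libraries. Of 3 tested fibroblast markers Vim and Fbln1 rose, also when adjusted over the list alone, while the collagen gene Col3a1 was listed at 0 throughout and Col1a1 at no more than 0.02 TPM. Vim, which is also expressed by myeloid cells, went from 0.857 ± 0.583 to 10.7 ± 5.0 TPM (adjusted p = 0.0139). The fibroblast list passed camera (median log2 fold change 2.15, adjusted p = 0.0410, and 0.503 with an estimated correlation), but not without control replicate 1, DSS replicate 2 or DSS replicate 3 (adjusted p = 0.0537, 0.0596 and 0.0557). With no filter its median over 12 members was 0.02 (adjusted p = 0.354). Of smooth muscle markers 1 was tested, Mylk, with 0 calls over all genes and 1 higher when adjusted over the list alone. Of 2 tested endothelial markers, Lyve1 and Egfl7, 0 passed over all genes and 1 was lower when adjusted over the list alone, and 0 nerve and glia markers reached the filter. Xist, the tested sex-linked gene, was 58.3 ± 3.7 and 50.5 ± 12.3 TPM (adjusted p = 0.460).

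**Figure D3:**
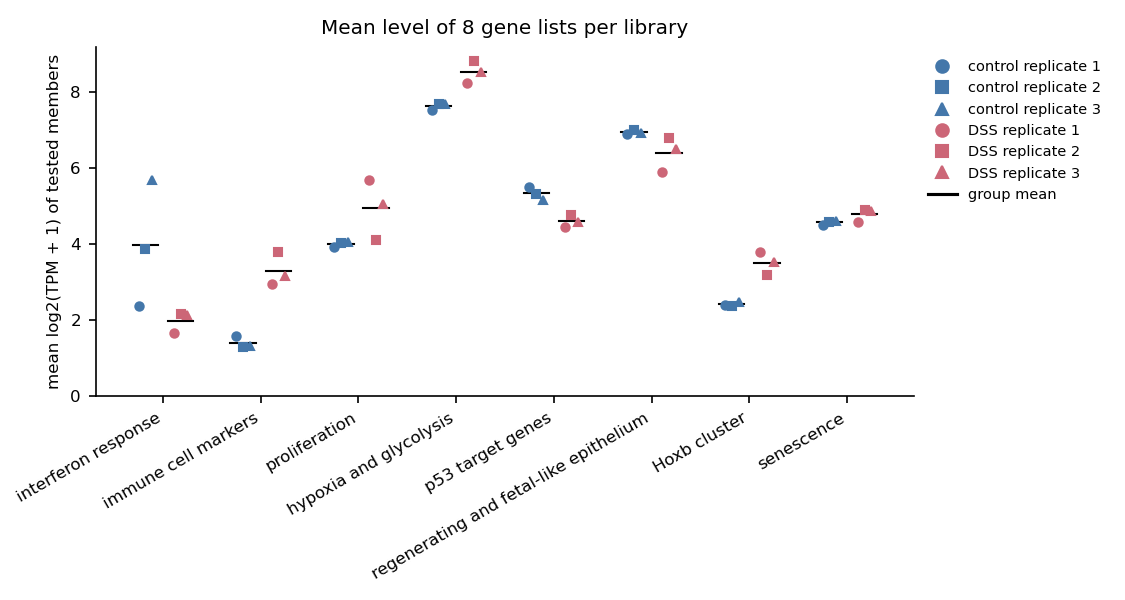
Mean log2(TPM + 1) over the tested members of 8 gene lists in each library, with blue symbols for 3 control and red symbols for 3 DSS organoid cultures and black bars for the group means. The interferon list spans a range of 3.31 among the control libraries, and the immune cell markers and Hoxb genes lie higher in all 3 DSS libraries.

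The share of mitochondrial ribosomal RNA was higher in every DSS library than in every control library. The 2 mitochondrial ribosomal RNA genes took 0.103% ± 0.030 of TPM in control and 0.290% ± 0.016 in DSS libraries, and the 87 ribosomal protein genes 23.4% ± 0.2 and 21.6% ± 2.3. The difference for ribosomal proteins, −1.87 percentage points, was −3.19 without DSS replicate 1 and −1.17 without DSS replicate 3. The 10 highest genes took 7.57% ± 0.38 and 6.73% ± 0.34, and the 100 highest 35.1% ± 0.5 and 32.9% ± 1.4. Exact two-sided permutation tests gave p = 0.1 for each class except ribosomal proteins, at 0.4, and 0.133 and 0.4 after Benjamini-Hochberg adjustment over the 4 classes, where 0.1 is the smallest p possible.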

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

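None of the 1204 called genes that stayed in the test changed sign under any fixed or added alternative. Their DSS and control values did not overlap, so only the alternatives that rescale libraries could have changed a sign. The fit without control replicate 3 and DSS replicate 1 together was added after the data were seen, as were class shares without each library, which kept the sign of every difference and moved only that of ribosomal proteins by over 1.5 times (−1.87 percentage points, and −3.19 and −1.17 without DSS replicates 1 and 3). Both other pseudocounts, the mean TPM of at least 5, the other scalings, no trend, robust empirical Bayes and leaving out mitochondrially encoded genes gave between 909 and 1219 calls. With no filter, where 20126 genes were tested, 759 passed (456 higher). Array weights gave 8275 (5203 higher, 3072 lower), with an estimate of the weights that did not converge. The threshold of an unadjusted p under 0.05 and a log2 fold change of at least 1 gave 794. Leaving out 1 library gave 44 to 2515 calls, 29 to 1693 higher and 15 to 822 lower. The cause of these differences was not tested.

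With the replicate number as a block, 531 genes passed (346 higher, 185 lower), 488 of them among the 1204. The labels give no shared mouse or day. Same-numbered control and DSS libraries deviated from their group means with correlations of 0.20, 0.03 and 0.04, and control replicates 2 and 3 correlated best with DSS replicates 3 (0.08) and 2 (0.15), so no pairing by number was seen.

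Cdkn2a kept its direction in all alternatives where it was tested (log2 fold change 1.72 to 2.07 without 1 library), and under the mean TPM of at least 5 it gave no value. Its groups did not overlap either, so leaving out libraries could not have turned its direction. The Hoxb median was 1.15 to 1.51 without 1 library. Its call ended with array weights (1.46), without DSS replicate 1 (1.16), without control replicate 3 and DSS replicate 1 together (1.31, with 5 members tested in both of these fits) and with the estimated correlation (1.29), and it could not be tested at a mean TPM of at least 5. Of the 13 list calls, 0 passed with the estimated correlation. By fry 8 lists passed, 6 of them among the 13. Fry ended the calls of secreted factors and regenerating epithelium (both adjusted p = 0.124), proliferation (0.212), interferon (0.190), Wnt (0.0625), cholesterol (0.0898) and squamous markers (0.0643), and gained epithelial defence (0.0161) and Polycomb enzymes (0.0179). Over the other alternatives 9 to 15 lists passed. At a mean TPM of at least 5, 29 lists kept enough members for a test, and 9 of the 13 calls stayed. Apart from single libraries, the list calls that ended were Wnt and fibroblast with no filter (adjusted p = 0.521 and 0.354), intestinal identity at a mean TPM of at least 5 (0.0632), Wnt with median-ratio scaling (0.0570), intestinal identity and fibroblast with array weights (0.141 and 0.1002), intestinal identity with the block (0.0986), and proliferation and cholesterol without control replicate 3 and DSS replicate 1 together (0.108 and 0.146). Other calls gained were distal position, YAP and xenobiotic with no filter (0.0115, 0.0138 and 0.0175), xenobiotic at a mean TPM of at least 5 (0.0157), with quantile normalization (0.0376) and with array weights (0.00904), and YAP, early stress and xenobiotic with the block (0.0384, 0.0397 and 0.0267). The goblet list passed in the added fit (0.0134), with its median turned to −0.19.

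The medians that changed sign belonged to lists and genes that did not pass, except for the Wnt list, at 0.00235 with no filter. With no filter the Hoxa, Hoxc and Hoxd median was −0.0486. At a mean TPM of at least 5 the medians were 0.0223 (stem cell), −0.00712 (enteroendocrine) and −0.13 (antigen presentation). With median-ratio scaling and quantile normalization they were −0.016 and −0.017 (absorptive) and −0.034 and −0.030 (unfolded protein), and −0.018 for screen genes with quantile normalization. With array weights they were −0.0784 (goblet), −0.18 (Paneth, and its gene Ang4), 0.015 (YAP) and 0.10 (junction), and Mapk12 was at 0.018. Without control replicate 3 and DSS replicate 1 together they were 0.035 (TNF), −0.50 (Paneth), 0.17 (junction) and 0.18 (early stress), with Ang4 at −0.63, Ly6g 0.0603, Mapk12 0.00742 and Xist 0.0207. Leaving out 1 library gave ranges of −0.14 to 0.21 (TNF), −0.11 to 0.12 (stem cell), −0.15 to 0.27 (absorptive), −0.0709 to 0.33 (goblet), −0.0438 to 0.29 (enteroendocrine), −0.0626 to 0.79 (Paneth), −0.0421 to 0.18 (screen genes), −0.16 to 0.16 (junction), −0.46 to 0.16 (early stress) and −0.11 to 0.0455 (unfolded protein). For genes the ranges were −0.10 to 1.05 (Ang4), −0.54 to 0.34 (Ascl2), −0.0492 to 0.0434 (Mapk12) and −0.16 to 0.25 (Tert). Tert reached the filter only in the fits without control replicate 3, DSS replicate 2 or DSS replicate 3. Medians that kept their sign but moved by over 1.5 times without 1 library ranged from 0.03 to 0.19 (Hoxa, Hoxc and Hoxd) and from 0.07 to 0.31 (TGF-beta), and were −0.32 (YAP) and 0.30 (xenobiotic) without DSS replicate 3 and −0.30 (YAP) without control replicate 3. With no filter the tuft median was −0.005 in place of −0.60. A pseudocount of 0.1 enlarged log2 fold changes of genes with low TPM, such as 3.73 for Cdkn2a. TPM keeps no depth, so what depth limits is unknown.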

Other observations

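The tests of scaling for the myeloid genes, both tests of the interferon list, and the split test of the gene count were chosen after the values had been seen. The split test of the lists, the second myeloid list and the test of neighbouring genes were written before their results, the second list after the myeloid pattern itself had been seen and before the values of its members were.

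Genes that changed lay next to each other more often than permuted calls did. Of 11596 tested genes placed in RefSeq order, 93 adjacent pairs with different symbol stems were called in the same direction, against a mean of 62.3 in 10000 permutations of the calls (permutation p = 0.0003). With pairs of a shared stem included there were 105 pairs against 64.9 (permutation p = 0.0001, the smallest p possible). A stem is the symbol up to its first digit, so related genes with different names still count among the 93. The Hoxb genes formed the longest run, 5 genes, and were picked by the study. The following genes were chosen after their values were seen. On chromosome 15, Myc, its neighbour Pvt1 and the gasdermin genes Gsdmc2 and Gsdmc3 were all lower, with Pvt1 at 3.74, 3.00 and 2.94 TPM in control and 1.2, 1.03 and 1.3 TPM in DSS libraries. On chromosome X, Bex4, Tceal8 and Bex1 were lower, and Bex4 was at 3.75, 7.0 and 4.54 TPM in control libraries and listed at 0 in the 3 DSS libraries. Rtl8a and Rhox5, elsewhere in the call list, fell by 2.44 and 2.46 on the log2 scale (limma adjusted p = 0.00626 and 0.00358). Rising runs were seen too: the chemokine genes Ccl9, Ccl6 and Ccl4 on chromosome 11 were higher in the DSS libraries, as myeloid genes were, with Ccl4 listed at 0 in the control libraries and at 1.44, 3.06 and 1.51 TPM in the DSS libraries. What linked the neighbours was not tested, and genes expressed by the same cell type and overlapping transcripts, if read without strand, stay open.

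Myeloid marker genes were higher in all 3 DSS cultures. A second list of 43 myeloid genes sharing none with the first lists was tested: of 38 listed above 0 in any library, 30 (78.9%) were higher in every DSS library than in every control library and 0 were lower, where chance gives 5% and all genes above 0 gave 15.3%. The median log2 fold change of the 6 called immune markers was 2.30 after median-ratio scaling. These markers were picked because they rose, and the scaling moved the median of all tested genes only from 0.05 to 0.003. A scaling difference of the size that median ratios find is far smaller than this rise. For these 6 markers the values thus argue against scaling of whole libraries as the source. Myeloid cells carried from the tissue into the DSS cultures are a candidate source. The most abundant genes of the second list in DSS libraries, Ctss (at least 98.3 TPM) and Irf8 (at least 49.6 TPM), were also at 60.3 and 20.02 TPM or more in control organoids, 18 of the 38 genes reached a mean of 1 TPM in DSS libraries, and a lasting effect of DSS on the epithelium itself was not tested. Which cells held the Cdkn2a, Hoxb, MHC class II and Ccl2 transcripts was not tested.

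The interferon response list was called lower in DSS organoids by camera, with 1 of 31 members past the threshold, and not with an estimated correlation (adjusted p = 0.593) or by fry (adjusted p = 0.190). Among the 3 control libraries the mean log2(TPM + 1) of the list spanned 3.31, more than the difference of −1.99 between the group means, so the call may rest on the spread of this response between control cultures. Leaving out control replicate 3, the highest, gave a median log2 fold change of −1.03 in place of −1.63, but the filter then kept 24 of the 31 members, so library and member set changed at once. The list still passed camera (adjusted p = 1.17e-06), and how far this library carried the difference stays open. DSS treatment stays open as a biological source and was not tested apart from it.

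The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In 1 of the 10, the real one, 1204 genes passed, and the highest of the other splits gave 1. Every other split mixed DSS and control libraries in the same arm. A real difference then widens the spread within arms and leaves few genes able to pass, so these gene counts do not measure chance. For the gene lists 1 of the 10 splits, the real one, gave 13 calls, but the other splits gave 6 to 12. Camera at the preset correlation thus called lists under every split. The mixed splits still held part of the difference between DSS and control libraries, so their list calls need not all be false. With an estimated correlation, 0 lists reached even an unadjusted p under 0.05.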
